A study of Saccharomyces cerevisiae with 7 samples. Its data were reported in "Chromatin Dynamics and the RNA Exosome Function in Concert to Regulate Transcriptional Homeostasis" (2015).

How the data were processed

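Yeast cells of 3 genotypes (WT, *rtt109Δ* and *rrp6Δ*) were crosslinked with formaldehyde, and chromatin was fragmented with micrococcal nuclease. RNAPII was precipitated with an antibody against the C-terminal domain of its largest subunit. Per the labels there were 2 IP libraries for each genotype and 1 input library, 7 samples in all.

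The values the authors deposited are ratios of IP to input in windows of 100 bp placed every 50 bp, with 1 track per genotype. The same input library divided all 3 tracks. The median of each track is exactly 1, so the authors appear to have scaled each track to its median window, and a change shared by the whole genome would not be seen in these ratios. The methods of the study name an earlier published procedure and MACS2, and refer for details to supplemental procedures that were not used here, so which of them made the tracks was not determined here. The study describes its browser views of RNAPII as normalised to the total reads of each library. Whether this was also done for the deposited tracks was not determined here, and neither were the aligner, the read filters and the way in which the replicates were combined. Fragmentation by micrococcal nuclease depends on chromatin structure and on base composition, and this can enter ratios of IP to input. The genome sequence was not used here, so no correction for base composition was made.

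The tracks hold 228888 windows each, the same in all 3 genotypes, on 15 chromosomes. Chromosome IX was not analysed here. The genome build of the tracks is not named. Positions of ORFs came from the RefSeq annotation of the R64 assembly, after checks that it fits the tracks. In the strains with a deletion, runs of windows near 0 lay over the deleted gene of the annotation. In WT the mean ratio around start codons peaked between -150 and -100 bp on each of the 15 chromosomes. The positions printed are those of the windows in the tracks, counted from 1. The direction of transcription was taken from the systematic names.

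The annotation has 6002 nuclear protein-coding ORFs. Of these, 214 lie on chromosome IX and 7 others had no window, which leaves 5781. An ORF's value was the mean of the windows centred in it (median 24 windows), without a pseudocount and without a filter on low values, and log2 ratios of each mutant to WT were taken from these means. An ORF was called lower or higher at more than 1.3-fold, the limit that the study used. Because there is 1 track per genotype, no test between genotypes and no p-value was possible. Neighbouring windows overlap, so windows are not independent. Order-statistic (binomial) 95% intervals give the uncertainty of a median when ORFs are taken as independent. They are not the spread of the ORFs and contain no replicate error. Neighbouring ORFs can change together, as on chromosome I, so the intervals may be too narrow. The depth of the libraries is unknown, and no counting error was derived. Lists of ORFs were compared with 10000 random lists of the same size, drawn within 20 bins of the WT ratio.

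Groups A and B were matched by locus name only. The positions of cryptic unstable transcripts (CUTs) listed by the study are on another genome build than the tracks, so the planned comparisons of CUTs, including groups C and D, were not analysed here. The rule for single genes was fixed before the data were examined. It named RTT109, RRP6, PRY3, GYL1 and MRPL24, and for each mutant the 5 ORFs with the largest fall and the 5 with the largest rise. These had to be at least 300 bp long, to overlap no other ORF, to reach the median ORF in the higher genotype and to change the same way in all 3 parts of the ORF, each of equal length. The rule asked for verified ORFs, a class that the annotation used here does not give, so ORFs with a gene symbol took their place. This replacement was made after the files had been seen.

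The alternatives were other scalings of the tracks, the median over windows, a filter on low ORFs, a limit of 1.5-fold, a pseudocount, subtraction of a background, ORFs that overlap no other ORF (5555 of 5781) and the first 500 bp of the ORF. For closing observations, 3 lists of genes were used: ribosomal protein genes, glycolytic and translation factor genes, and meiotic genes. The lists were written after some of their members (CDC19, YEF3, RPL10, RPL8A and RPL9B) had been seen among the ORFs with large rises. The scripts were tested on simulated data, in which 200 of 200 ORFs changed 2-fold were recovered and 2 of 5355 unchanged ORFs were called. The simulated tracks were copies of the WT track with noise drawn independently for each window. These counts therefore check the scripts and give no error rate for the calls between genotypes. Computations used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.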

Results

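Occupancy of RNA polymerase II (RNAPII) along the genome was measured by chromatin immunoprecipitation followed by sequencing (ChIP-seq) in budding yeast growing in log phase in glucose medium. The antibody was raised against the repeated C-terminal tail of the largest RNAPII subunit. The isogenic strains were wild-type (WT), *rtt109Δ*, which lacks the acetyltransferase that modifies newly made histone H3, and *rrp6Δ*, which lacks a nuclease of the nuclear RNA exosome. Each genotype had 2 immunoprecipitated (IP) libraries, and 1 input library served all of them, which makes 7 samples. The deposited values come as 1 track per genotype in which the replicates are already combined. No error between replicates could be computed, so each difference between genotypes reported here is a difference between single tracks with no replicate check. The read depth behind the values is unknown.

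Each track gave a ratio of IP to input in 228888 windows of 100 bp, placed every 50 bp on 15 nuclear chromosomes. Chromosome IX was not analysed here. The median window was 1 in each track. The mean ratio over all windows was 1.23 in WT, 1.23 in *rrp6Δ* and 1.16 in *rtt109Δ*. The SD over windows was 0.897 in WT, 0.904 in *rrp6Δ* and 0.661 in *rtt109Δ*, so the *rtt109Δ* track had the narrowest range. Values were averaged over open reading frames (ORFs) from start to stop codon, and 5781 ORFs had a ratio above 0 in all 3 tracks. The median ORF had a ratio of 0.974 in WT, 0.983 in *rrp6Δ* and 0.943 in *rtt109Δ*.

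The deleted genes were examined first, as a check of the strain labels. Over RTT109 (YLL002W) the mean ratio was 1.36 in WT, 1.29 in *rrp6Δ* and 0.0178 in *rtt109Δ*. The log2 ratio of *rtt109Δ* to WT was -6.25, the lowest of all ORFs, and the next lowest ORF was at -1.04. A run of 26 windows on chromosome XII, from position 146251 to 147600, had less than 0.1 of the WT ratio in *rtt109Δ*. Over RRP6 (YOR001W) the mean ratio was 1.01 in WT, 1.08 in *rtt109Δ* and 0.118 in *rrp6Δ*. The log2 ratio of *rrp6Δ* to WT was -3.10, again the lowest of all ORFs, with the next at -1.09. The corresponding run covered 40 windows of chromosome XV, from position 326851 to 328900, and signal returned in the last part of the ORF. Each deleted gene was thus missing from the track of its own strain and present in the tracks of the other 2 genotypes.

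**Figure D1:**
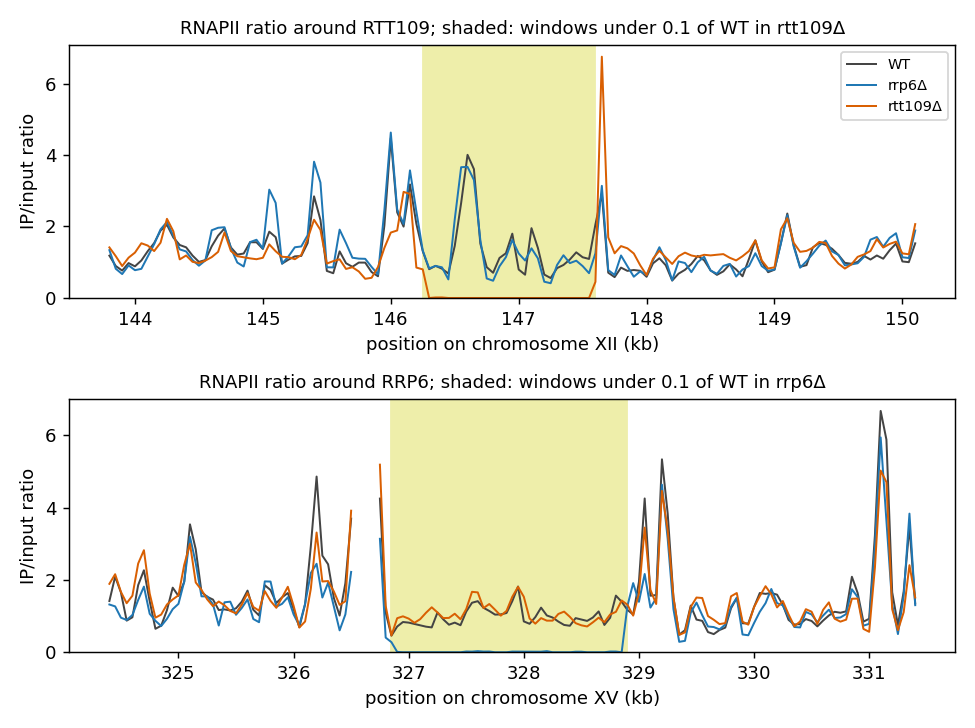
IP/input ratio of RNAPII (vertical axes) by position in kb on chromosomes XII and XV (horizontal axes) around RTT109 and RRP6, with 1 line per genotype and gaps where no window was given. In the shaded runs the ratio of the deletion strain lies near 0, with means over the run of 0.00112 for *rtt109Δ* and 0.00798 for *rrp6Δ*, while the other tracks keep their signal.

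The comparison of *rtt109Δ* with WT asked whether RNAPII occupancy over genes changes when H3 acetylation by Rtt109 is lost. With a limit of 1.3-fold, 551 ORFs were lower in *rtt109Δ* (9.53% of 5781) and 505 were higher (8.74%). The calls were therefore split nearly evenly, with 52.2% of them lower. The median log2 ratio of *rtt109Δ* to WT was -0.05, with a 95% order-statistic interval over ORFs of -0.06 to -0.04, and the middle 90% of ORFs lay between -0.45 and 0.50. Of the 551 lower ORFs, 515 were lower in each of 3 equal parts of the ORF (first, middle and last). At a limit of 1.5-fold the counts were 98 lower and 173 higher. The split depended on how the tracks were scaled. When each track was divided by its mean over all windows, 233 ORFs were lower and 797 higher, so that 22.6% of the calls were lower. Division by the median ORF gave 371 lower and 644 higher, or 36.6% lower. Over the alternatives, the count of lower ORFs ranged from 98 at 1.5-fold to 2723 after subtraction of a background, the 10th percentile of each track. That alternative kept 5475 ORFs, of which 843 were higher. Its background was higher in *rtt109Δ* than in WT, which favours falls by construction. Across ORFs, which are not independent replicates, log2 ratios in *rtt109Δ* and WT had a Pearson's r of 0.730 and a Spearman's rho of 0.720.

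The *rrp6Δ* track was compared with WT to ask whether loss of the exosome nuclease changes RNAPII occupancy. Fewer ORFs passed the limit of 1.3-fold: 105 were lower (1.82%) and 41 were higher (0.709%). At 1.5-fold, 35 ORFs were lower and 1 was higher. The median log2 ratio of *rrp6Δ* to WT was 0.01, and the middle 90% of ORFs lay between -0.26 and 0.23. With the median over the windows of an ORF in place of the mean, 208 ORFs were lower and 102 higher. A pseudocount left 21 lower and 2 higher. Subtraction of the background gave 344 lower and 1167 higher among 5475 ORFs, which inverted the order of the calls. The background was lower in *rrp6Δ* than in WT, which favours rises by construction. Pearson's r across ORFs was 0.939 and Spearman's rho was 0.946. A direct comparison of *rtt109Δ* with *rrp6Δ*, which leaves WT out, found 661 ORFs lower and 652 higher in *rtt109Δ*, with a Pearson's r of 0.692. The *rtt109Δ* track thus differed from both other tracks by more than these differed from each other.

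**Figure D2:**
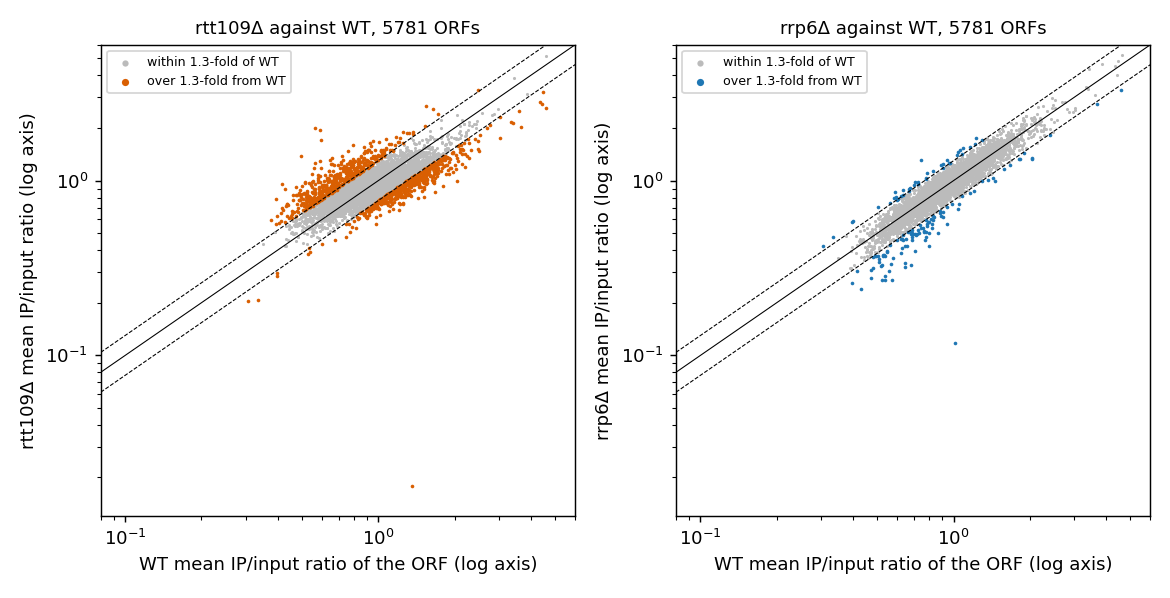
Mean IP/input ratio of each of 5781 ORFs in *rtt109Δ* (left) and *rrp6Δ* (right) against WT, all axes logarithmic, with the line of equality and dashed lines at 1.3-fold; coloured points lie past the dashed lines. The cloud is wider for *rtt109Δ* (551 lower, 505 higher) than for *rrp6Δ* (105 lower, 41 higher), and the lowest point in each panel is the deleted gene.

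The change in *rtt109Δ* followed the level of the ORF. ORFs were ranked by their mean log2 level over the 3 genotypes and divided into 10 groups of equal size. WT and *rrp6Δ* were more alike than either was to *rtt109Δ*, so this ranking leaned towards WT. That can build part of a falling trend of *rtt109Δ* into the groups, to an extent not measured here. The median log2 ratio of *rtt109Δ* to WT was 0.23 in the lowest group and fell from group to group to -0.25 in the highest. In the lowest group 14 ORFs were over 1.3-fold lower and 167 higher, and in the highest 169 were lower and 14 higher. For *rrp6Δ* the medians were -0.05 in the lowest group and 0.02 in the highest. When ORFs were ranked by WT alone, the *rtt109Δ* medians ran from 0.30 to -0.33, and the median of the highest group for *rrp6Δ* changed sign to -0.0068. When the *rtt109Δ* ORFs were given the WT distribution rank by rank, which removes the narrower range of that track, the medians were 0.035 in the lowest and -0.083 in the highest group.

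The change also varied along the ORF. In ORFs of at least 900 bp, the median log2 ratio of *rtt109Δ* to WT was 0.06 in the first part, -0.02 in the middle part and -0.13 in the last part. The value of the middle part changed sign, to 0.03, when each track was divided by its median ORF. In *rrp6Δ* the corresponding medians were -0.02, -0.0067 and 0.08. Around the start codons of 2168 ORFs of at least 1500 bp, the mean ratio peaked upstream of the ORF in all 3 tracks. The peak was 1.88 at -150 bp in WT, 1.83 at -100 bp in *rrp6Δ* and 1.73 at -100 bp in *rtt109Δ*. Inside the ORF the lowest mean was 0.821 in WT, 0.804 in *rrp6Δ* and 0.879 in *rtt109Δ*.

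**Figure D3:**
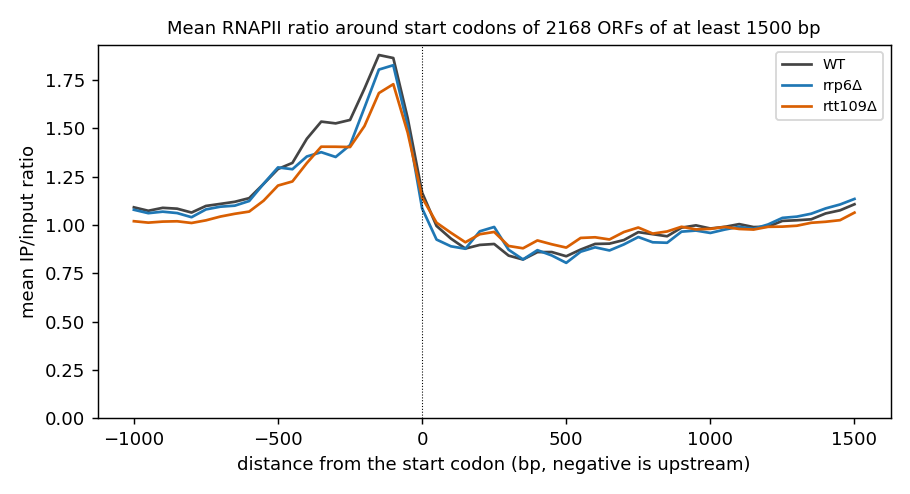
Mean IP/input ratio (vertical axis) by distance from the start codon in bp (horizontal axis, negative values upstream) over 2168 ORFs of at least 1500 bp, with 1 line per genotype. All 3 lines peak upstream of the ORF, at 1.88 in WT, 1.83 in *rrp6Δ* and 1.73 in *rtt109Δ*, and stay near 1 or below it in the first part of the ORF.

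By chromosome, the median log2 ratio of *rtt109Δ* to WT over ORFs was 0.30 on chromosome I, with an order-statistic interval of 0.24 to 0.41. It lay between -0.09 and 0.06 on the 14 others. The highest of these was chromosome XII, with an interval of 0.03 to 0.09, and the rest had medians below 0. On chromosome I, 40 of 94 ORFs were over 1.3-fold higher in *rtt109Δ*. In *rrp6Δ* the median of chromosome I was 0.09, against -0.0091 to 0.03 on the others. Without chromosome I, 549 ORFs were lower and 465 higher in *rtt109Δ*.

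**Figure D4:**
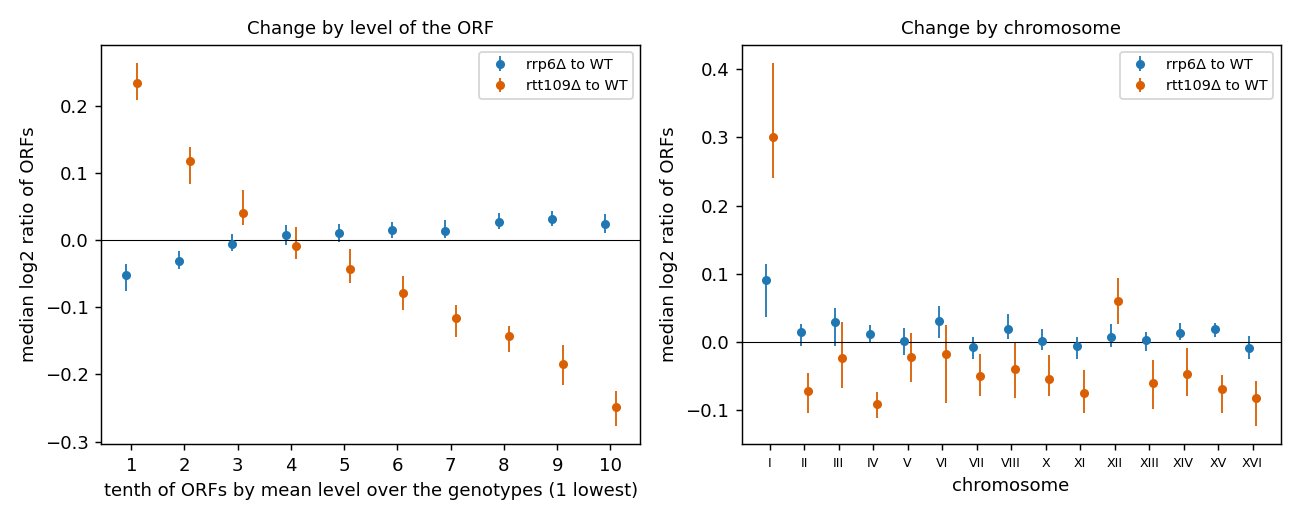
Median log2 ratio of ORFs to WT (vertical axes) in *rrp6Δ* and *rtt109Δ*, in 10 groups by ORF level (left) and by chromosome (right); points are medians and bars are 95% order-statistic intervals over ORFs, which do not hold replicate error. The *rtt109Δ* medians fall from 0.23 to -0.25 with level, and chromosome I stands apart at 0.30.

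The study defined 2 groups of ORFs from RNA arrays, which are other samples than these libraries. Group A ORFs had transcripts raised in *rrp6Δ* and lowered again in the *rtt109Δ rrp6Δ* double mutant. Of 757 locus names in this group, 715 had values. Their median log2 ratio of *rtt109Δ* to WT was -0.06, at the percentile 71.6 of 10000 random ORF lists of the same size matched on the WT ratio. Random lists had a median of -0.07, so group A was not lower than ORFs of its WT level. Of the group, 73 ORFs (10.2%) were over 1.3-fold lower and 54 (7.55%) were higher. Against random lists that were not matched, the percentile was 15.1. Group B ORFs had transcripts lowered in *rrp6Δ* and raised again in the double mutant, and 241 of 255 names had values. Their median was -0.03, or 0.016 after division by the median ORF, at the percentile 5.14 of the matched lists and at 79.7 of unmatched lists. The matching therefore decided on which side of the random lists each group lay. In *rrp6Δ*, where these lists were compared in the same way, the median was -0.03 for group A, below each of the matched random lists, and 0.04 for group B, at the percentile 99.9.

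Single genes were taken by a preset rule. PRY3 (YJL078C, chromosome X) had a mean ratio of 0.50 in WT and 0.616 in *rtt109Δ*, a log2 ratio of 0.30. GYL1 (YMR192W, chromosome XIII) went from 1.38 in WT to 1.02 in *rtt109Δ*, a log2 ratio of -0.43, but its 3 parts ranged from -0.70 to 0.09. MRPL24 (YMR193W), next to it, had 0.893 in both tracks, and the sign of its log2 ratio changed with the median over windows. Among the ORFs that met the rule, those with the largest falls in *rtt109Δ* were POP4, DCV1, HUA2, GET4 and YSF3. POP4 (YBR257W), covered by windows 728851 to 729750 of chromosome II, went from 1.67 in WT to 0.864, a log2 ratio of -0.95. DCV1 (YFR012W), in windows 167851 to 168500 of chromosome VI, had -0.94, and HUA2 (YOR284W), in windows 848451 to 849250 of chromosome XV, had -0.91. GET4 (YOR164C) had -0.86 and YSF3 (YNL138W-A), with only 8 windows, had -0.83.

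Under the same rule, the largest rises in *rtt109Δ* were at TAR1, HXT6, CDC19, ALD5 and ACS2. TAR1 (YLR154W-C), which lies inside the repeated ribosomal DNA, went from 0.591 in WT to 1.72, a log2 ratio of 1.54. ACS2 (YLR153C), on the same chromosome beside the ribosomal DNA, had 1.03. HXT6 (YDR343C) had 1.19, and its value is uncertain because its sequence is nearly identical to that of a neighbouring copy. CDC19 (YAL038W), in windows 71751 to 73300 of chromosome I, had 1.09. ALD5 (YER073W), in windows 304001 to 305600 of chromosome V, went from 0.654 to 1.34, a log2 ratio of 1.04.

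Among the ORFs that met the preset rule, the changes in *rrp6Δ* were smaller. Over all ORFs this did not hold for the falls: the lowest after the deleted genes were at -1.09 in *rrp6Δ* and -1.04 in *rtt109Δ*. Under the rule, the largest falls in *rrp6Δ* were at MTC7 (YEL033W) with a log2 ratio of -0.61 over 7 windows, THG1 (YGR024C) with -0.46, YSF3 with -0.46, YET2 (YMR040W) with -0.44 and POP4 with -0.44. YSF3 and POP4 appear among the falls of both mutants, and both log2 ratios divide by the same WT track. With the median over the windows, the value of MTC7 was -1.47 and that of POP4 was -0.10. The largest rises under the rule were at HSP32 (YPL280W) with 0.50, GAL4 (YPL248C) with 0.49, TFB6 (YOR352W) with 0.48, FDH1 (YOR388C) with 0.45 and TRS85 (YDR108W) with 0.41. HSP32 belongs to a family of nearly identical genes, so its value is uncertain. GAL4, in windows 79701 to 82400 of chromosome XVI, had a ratio of 0.942 in WT and 1.32 in *rrp6Δ*.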

Values the study reported

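The study reported that RNAPII was more than 1.3-fold lower in the *rtt109Δ* strain at 567 ORFs and at 184 CUTs, the cryptic unstable transcripts. Its plot holds fewer ORFs than were analysed here, so its ORF count and the counts above are not on the same set.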

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

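Most alternatives were chosen before the data were examined. Those chosen afterwards were ORFs with a gene symbol of their own, ORFs without chromosome I, the WT distribution given to *rtt109Δ* by rank, and the alternatives for the deleted genes. Of 187 recomputed values, 62 moved and 11 changed sign, and the rest stayed within their interval or within 1.5 times the count. The cause was not tested for any of these changes unless the construction of the alternative shows it. No paired analysis was possible because each genotype has 1 track that already combines its replicates, and for the same reason no replicate could be left out. The planned restriction to verified ORFs was not run, since the annotation used here does not give that class, and no comparison of CUTs was run.

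Scaling moved the counts for *rtt109Δ*. Division by the mean of all windows gave 233 lower and 797 higher ORFs and a median log2 ratio of 0.043, on the other side of 0. Division by the median ORF, which centres the ratios by construction, gave medians of -0.0021 for *rtt109Δ* and -0.0043 for *rrp6Δ*. With the median over windows, the medians were -0.011 for *rtt109Δ* and -0.0088 for *rrp6Δ*, and the *rrp6Δ* counts were 208 lower and 102 higher. Among ORFs at or above the median level, 446 ORFs were lower and 102 higher in *rtt109Δ* with a median of -0.15, so that 81.4% of the calls were lower, and in *rrp6Δ* 16 were lower and 15 higher with a median of 0.024. The first 500 bp of the ORF gave 762 higher ORFs in *rtt109Δ* and 78 in *rrp6Δ*, with medians of 0.029 and -0.0093. Only 65 ORFs were lower in *rrp6Δ* among those with a gene symbol of their own. Given the WT distribution by rank, *rtt109Δ* had a median of -0.023.

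A stricter limit or a pseudocount lowers counts by construction. At 1.5-fold there were 98 lower and 173 higher ORFs in *rtt109Δ*, and 35 lower and 1 higher in *rrp6Δ*. A pseudocount of 0.474 left 145 lower and 165 higher in *rtt109Δ*, and 21 lower and 2 higher in *rrp6Δ*. Subtraction of the background (0.539 in WT, 0.499 in *rrp6Δ* and 0.600 in *rtt109Δ*) left 5475 of 5781 ORFs with values above 0. It gave 2723 lower and 843 higher in *rtt109Δ*, and 344 lower and 1167 higher in *rrp6Δ*. By construction, an ORF with equal ratios in all tracks would then come out lower in *rtt109Δ* and higher in *rrp6Δ*. More ORFs were lower than higher in *rtt109Δ* as reported, but not under either scaling, the median over windows, the first 500 bp, the pseudocount, the limit of 1.5-fold or the WT distribution by rank.

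For group A, the median was -0.013 after division by the median ORF, -0.019 with the median over windows and -0.12 among ORFs at or above the median level. Its percentile was 88.5 with the median over windows, 15.1 without matching, 89.8 among ORFs that overlap no other and 89.7 among ORFs at or above the median level. For group B, the median was -0.23 among ORFs at or above the median level, and 0.016, on the other side of 0, after division by the median ORF, and the percentiles in the same order as for group A were 0.180, 79.7, 8.29 and 0.0200. Without matching, each group lay on the other side of the random lists.

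Correlations with WT among ORFs at or above the median level were 0.573 for *rtt109Δ* and 0.895 for *rrp6Δ*, and Spearman's rho for *rrp6Δ* was 0.946. The trend of *rtt109Δ* with level shrank to 0.035 in the lowest and -0.083 in the highest of the 10 groups once *rtt109Δ* had the WT distribution by rank. With equal distributions, ranking by the mean level over the genotypes leaves little trend by construction. The smaller trend therefore cannot show how much of it the narrower range of the *rtt109Δ* values explains. The 4 other alternatives leave that range in place. Under these, the lowest group was at 0.28 after division by the median ORF and at 0.30 when ranked by WT alone. The highest group was at -0.20 and -0.33 under the same alternatives, and at -0.21 with the median over windows. For *rrp6Δ*, the lowest group was at -0.088 with the median over windows and at -0.012 when ranked by WT, where the highest group changed sign to -0.0068.

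Along the ORF, the medians of *rtt109Δ* in the first, middle and last part were 0.081, 0.0017 and -0.10 with the median over windows, and 0.11, 0.025 and -0.085 after division by the median ORF. The middle part changed sign under both. In *rrp6Δ* the first and middle parts were at -0.045 and -0.018 with the median over windows, and the 3 parts were at -0.028, -0.019 and 0.068 after division by the median ORF. The values of chromosome I stayed within their intervals. Among single genes, 48 of 52 recomputed values kept their sign and moved by less than the width of the order-statistic interval over their windows. MTC7 and POP4 in *rrp6Δ* moved as given above, and with the median over windows MRPL24 changed sign, to -0.027 in *rtt109Δ* and -0.050 in *rrp6Δ*. For RTT109, the median over its windows gave no value because that median was 0 in *rtt109Δ*.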

Other observations

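Of the tests given here, those on the order of the gene lists, the input library and the ranking by transcription, and those on chromosome I, the ribosomal DNA and the CUP1 repeat, were chosen only after the pattern they bear on had been seen. All patterns rest on 1 track per genotype without replicates.

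The *rtt109Δ* track had ORFs both lower and higher than WT in numbers above those of *rrp6Δ* as reported. Subtraction of the background, however, gave 843 higher ORFs in *rtt109Δ* and 1167 in *rrp6Δ*, an order that the unequal backgrounds favour by construction. A narrower range of the *rtt109Δ* values, as weaker enrichment would give, was tested by giving the *rtt109Δ* ORFs the WT distribution rank by rank. There were then still 500 ORFs over 1.3-fold lower and 600 higher, against 72 lower and 41 higher for *rrp6Δ* treated alike, so a narrower range alone does not account for the counts. Random noise of single windows was tested by comparing the parts of an ORF. The log2 ratios of the first and last of 3 equal parts had a Pearson's r of 0.57 across 3797 ORFs for *rtt109Δ* and 0.20 for *rrp6Δ*, which argues against noise of single windows. An effect of the deletion stays open beside a difference between libraries that acts on whole genes, such as the extent of nuclease digestion, and with 1 track per genotype these were not tested.

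Genes known for strong transcription in glucose medium were low in WT and in *rrp6Δ* but not in *rtt109Δ*. The 23 glycolytic and translation factor genes had a median ratio of 0.597 in WT, 0.513 in *rrp6Δ* and 0.983 in *rtt109Δ*. Their median stood at the percentile 6.50 of ORFs in WT and 57.4 in *rtt109Δ*. The 133 ribosomal protein genes had medians of 0.820, 0.767 and 1.04 in the same order, and 27 meiotic genes, which are little used in these cells, had 1.29, 1.26 and 1.05. The meiotic list thus lay above both others in WT. On the log2 scale the glycolytic and translation factor list was at -1.11 from the meiotic list in WT, at -1.30 in *rrp6Δ* and at -0.10 in *rtt109Δ*. The WT ratios over ORFs may therefore not rank genes by transcription, and the fall of *rtt109Δ* at ORFs with high WT ratios could include many genes that are little transcribed. All 23 genes of the glycolytic list were higher in *rtt109Δ*, with a median log2 ratio to WT of 0.70, above each of 10000 random lists, and the input library cancels in that ratio. Without the members seen beforehand, the median was 0.70 for the remaining 21 genes. A narrower range with the order kept would leave the list below the percentile 50 in *rtt109Δ*, which it passed. Reads shared between gene copies were tested with 30 genes that have no sister in the lists, and these rose too, with a median of 0.67. The ribosomal protein list had a median log2 ratio of 0.39, with 126 of its genes above 0, and the meiotic genes fell, with a median of -0.31. The directions for *rtt109Δ* were the same under both scalings of the tracks, which gave 0.75 and 0.79 for the glycolytic list, 0.44 and 0.48 for the ribosomal protein list and -0.26 and -0.21 for the meiotic list. What keeps the lists low in WT stays open: the base composition of ORFs, the recovery of nuclease-cut fragments and the input library at these genes were not tested.

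Chromosome I was higher in *rtt109Δ*, by 0.33 (median log2 ratio of its 20 kb bins) between 20 and 160 kb and by 0.12 from 160 kb on, while its first bin was at -0.10. The difference between both parts was 0.22. The SD of 577 single bins on the other chromosomes was 0.13, which is not the spread of a difference between medians of several bins. One uniform gain of the chromosome, as an extra copy in part of the cells would give, should raise ORFs and the regions between them alike. Windows in ORFs rose by 0.38 and windows between ORFs by 0.064. The gap of 0.32 on chromosome I lay outside the range of the 14 others, 0.05 to 0.16, which argues against a uniform gain as the whole cause. More RNAPII over the genes alone would leave the windows between ORFs at the level of other chromosomes. These were also raised on chromosome I, though less: 0.064, against -0.09 for all other chromosomes together. Chromosome XII, which holds the ribosomal DNA, was at 0.063, and the highest of the remaining 13 chromosomes was at -0.068. Whether the ribosomal DNA accounts for the value of chromosome XII was not tested. A change at the genes and a partial gain of DNA cannot be told apart, since 1 input library served all genotypes and the copy number of chromosome I in the *rtt109Δ* cells was not measured here.

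The ribosomal DNA was higher in *rtt109Δ*. The log2 ratio to WT was 1.40 in the rRNA genes, which are transcribed by another polymerase, and 1.54 in the spacers between them, where the 5S genes were left out. In *rrp6Δ* the values were 0.07 and 0.27. A gain of the spacers along with the genes is consistent with more copies of the repeat, or more of its DNA, in the *rtt109Δ* libraries. The gain was smaller outside the repeat, with 0.24 in the left flank (380 windows) and 0.58 in the right flank, which holds further copies of 5S and ASP3 genes. The number of repeats in the strains was not measured here.

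The CUP1 repeat on chromosome VIII, windows 212401 to 215150, was higher in *rrp6Δ*, with a median log2 ratio of windows to WT of 0.73 in its genes and 0.63 in the 5 windows between them, and lower in *rtt109Δ*, with -0.51 and -0.57. Different copy numbers of the repeat in the strains could give this, since genes and gaps changed together. The flanking ORFs gave a mixed picture. From the means over the ORF, the log2 ratio of CIC1 was -0.25 in *rrp6Δ* and -0.14 in *rtt109Δ*, and that of CPR2 was -0.13 and -0.38. The median of window ratios gave -0.32 and -0.12 for CIC1, and -0.23 and -0.36 for CPR2. The windows between the genes also overlap the genes, so copy number and other causes cannot be told apart.

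Genes for transfer RNAs, which RNAPII does not transcribe, were lower in *rrp6Δ*. The median log2 ratio of 264 such genes was -0.36, with 228 of them below 0, while in *rtt109Δ* it was 0.23. Reads shared between identical copies of these genes could make their values unreliable. In flanks 100 to 200 bp outside the genes the *rrp6Δ* median was -0.051, with an interval of -0.07 to -0.02, which lies on the limit set for that test. Regions between ORFs had *rrp6Δ* medians of -0.079 (tandem ORFs), -0.078 (divergent) and 0.013 (convergent). The flanks thus lay within the range of other regions between ORFs. An effect of shared reads therefore cannot be told apart from a change at the genes. The 75 snoRNA genes had -0.10 in *rrp6Δ* and 0.21 in *rtt109Δ*.

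Regions between divergent ORFs were examined because loss of RNAPII at shared promoters of divergent transcripts might be larger than at other promoters in *rtt109Δ*. Over whole regions, the median log2 ratio was -0.02 in 1340 divergent regions and -0.16 in 2488 tandem regions, but tandem regions also hold the end of an ORF, where *rtt109Δ* was lower. Promoters were therefore compared in windows centred 50 to 150 bp upstream of start codons, in regions of at least 400 bp. The median was 0.0019 in 795 divergent regions, with an interval of -0.02 to 0.03, and -0.04 in 1187 tandem regions, with an interval of -0.06 to -0.02. The divergent promoters were higher by 0.045, so no larger loss was seen there than at tandem promoters. The study describes bidirectional promoters as common, so tandem promoters can also give divergent noncoding transcripts, which were not located here. The comparison therefore cannot decide whether shared promoters lose more RNAPII. The highest ratios and the largest falls were in 1193 regions between convergent ORFs, which hold no promoter of either ORF. Their median was 2.60 in WT and 2.00 in *rtt109Δ*, with a log2 ratio of -0.39, and 615 of them (51.6%) were over 1.3-fold lower, against 602 tandem (24.2%) and 151 divergent regions (11.3%). The median WT ratio was lower in tandem (1.73) and divergent regions (1.32), so the fall followed the WT level across the kinds of region. The kinds were not matched on that level, so a fall particular to convergent regions was not shown. The cause of the fall between convergent ORFs was not tested.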
